A study of Homo sapiens with 8 samples. Its data were reported in "Overexpression of VIRMA confers vulnerability to breast cancers via the m6A-dependent regulation of unfolded protein response" (2023).

How the data were processed

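SKBR3 is an established human breast cancer cell line. N6-methyladenosine (m6A) is a methylated base of RNA, and VIRMA is a scaffold protein of the enzyme complex that writes it. In m6A RNA immunoprecipitation sequencing, fragmented RNA is pulled down with an antibody against m6A (the IP library) and sequenced beside the same RNA before the pull-down (the input library). The series holds 8 samples in 4 groups of 2 replicates, namely input and IP libraries of cells that carried an eGFP control vector and of cells that overexpressed VIRMA. Each sample was assigned to its group from its label.

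Per the study's methods, the authors trimmed the reads with Trimmomatic, aligned them to the human genome with STAR, kept uniquely mapped reads and called peaks with MACS2 in each IP library over its own input, so that 1 peak list belongs to 1 replicate and no replicates were pooled. The 3 lists used here are those of eGFP control replicates 1 and 2 and of VIRMA-overexpressing replicate 1. A list of VIRMA-overexpressing replicate 2 was not used here. In each list the authors' deposited fold enrichment is the ratio of the IP pileup to the local background at the summit of a peak, with 1 added to each. The authors' deposited −log10 p-value and −log10 q-value come from the Poisson test that MACS2 makes at the same summit. These values are the authors' own and were used to describe, rank or filter peaks within a list. The other columns give the start, the end and the summit of a peak. The lists carry no strand. The study's methods state a minimum fold enrichment and a minimum read count per peak across samples. Some listed fold enrichments lie below the stated minimum, and how the read count relates to the summit pileup is not known, so peaks counted here can lie below the study's own limits. The lowest fold enrichments were 1.77, 2.27 and 1.92 and the lowest summit pileup was 3 fragments in each list, and the smallest −log10 q-value was 2.00, 2.01 and 2.00 in eGFP control replicates 1 and 2 and VIRMA-overexpressing replicate 1.

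The genome build was checked against the annotation. All peaks ended within the chromosomes of hg38. The summits lay in GENCODE 44 exons in 71.2%, 73.6% and 72.8% of the peaks of the 3 lists, and in 8.08%, 8.13% and 8.25% after they were moved by 100 kb. Coordinates are therefore given on hg38, counted from 1.

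MACS2 wrote several summit entries for 1 interval where it found more than 1 summit. A peak is here a distinct interval with the values of its strongest summit. A peak of 1 list was counted as shared with another list when at least 50% of it was covered by 1 peak of that list, the overlap that the study's methods state for consensus peaks. A peak was placed in a transcript region by its summit in the GENCODE 44 basic transcripts, in the order coding sequence (CDS), 5'UTR, 3'UTR, exon of a non-coding transcript, intron and intergenic. Stop codons were searched within 200 bp of the summit for summits in exons of protein-coding genes, and the same search was made at 1 random position in the exons of each of those genes. The DRACH motif (D is A, G or T, R is A or G, H is A, C or T) was searched on the strand of the gene within 50 bp on each side of the summit and in a window of the same length centred 200 bp away in the same exon. Only summits in exons of 1 strand entered, and the windows were compared with an exact McNemar test, two-sided, in each list.

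The read depth of the libraries is not part of the lists. The IP pileup, which is a whole number, and the local background were solved from the fold enrichment and the p-value of each summit entry. A solution was found for 100% of the entries, with more than 1 solution in 14, 8 and 174 entries of the 3 lists. The lowest background in a list is its genome-wide background, and the shortest interval is the fragment length that MACS2 used. The shortest intervals were 137, 139 and 90 bp. The genome-wide background divided by this length gives the IP depth relative to eGFP control replicate 1, on the assumption of 1 effective genome size. Confidence intervals are Wilson 95% intervals of counts of peaks and cover counting error only.

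Because 1 list stands against 2, no replicated test between the groups could be made. Each list was instead taken in turn as the single list against the other 2, and the rank of the real assignment is given. The smallest p-value that this comparison allows is 0.333. The Spearman correlation of fold enrichment was computed across shared peaks, which are not replicates. Gene lists were scored as the number of their genes with a peak in 1 list only, against 10000 random lists of as many genes matched on the number of peaks per gene in the other lists (numbers above 10 were taken as 10). The pool of genes for the random lists was not fixed before the data were examined. Genes with a peak in any list were tried first. All protein-coding genes were made the main pool after that result was seen, because the first pool admits a gene with no control peak only through its VIRMA-list peak and cannot supply all genes of a list, and genes with a peak in at least 1 other list were added as a further pool. The lists were unfolded protein response (40 genes), cytosolic heat shock (24 genes) and m6A machinery (21 genes), all written from general knowledge before the data were examined. Part of the unfolded protein response genes were reported by the study from these libraries, so this list is not independent evidence. The named genes were fixed in the same way, as VIRMA, NEAT1, ATF6, EIF2AK3, ERN1, ATF4, XBP1, DDIT3, HSPA5, METTL3, METTL14 and WTAP. The rule added the 5 genes with the highest fold enrichment of a VIRMA-only peak and no control peak, and the 5 genes with the highest fold enrichment (the lower of the 2 controls) of a control consensus peak and no peak in the VIRMA-overexpressing list, for peaks in an exon of 1 gene. Genes named outside this rule were chosen after their values were seen.

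The alternatives fixed before the data were examined were overlaps of at least 1 bp or of 50% of both peaks, a q-value at or under 0.01, a fold enrichment of at least 4, merged intervals, equal list sizes, either control list alone, other rules for the region, distance, window and motif, and ranking by −log10 q-value. Those chosen after seeing the data were a −log10 q-value of at least 5, the count of every summit entry, a summit pileup of at least 10 fragments, a common background and a strict single list. At the common background, pileup and background were scaled to the lowest genome-wide background of the 3 lists, and a peak was kept when its recomputed −log10 p-value reached 4.88, the highest of the 3 lists' minimums. The lowest background and the highest minimum were both those of the VIRMA-overexpressing list, so this setting removed control peaks only. The genome-wide background is the product of depth and fragment length, so this setting does not equalise depth alone. The strict single list held peaks with a −log10 q-value of at least 5 that shared no base with a peak of another list.

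The steps were tested on simulated data. Pileup and background were recovered for 100% of 4932 simulated summits. Of 60 simulated gene lists with no effect, 6.67% lay above the 95th percentile. Every simulated gene had a peak in another list, so this does not test the pool of all protein-coding genes, which includes genes without one. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0, with samtools 1.23.1 and minimap2 2.31-r1302.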

Results

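To describe the m6A peaks of SKBR3 cells with and without VIRMA overexpression, 3 peak lists were compared, 2 of eGFP control cells and 1 of VIRMA-overexpressing cells. The lists held 15551 peaks in eGFP control replicate 1, 13571 in eGFP control replicate 2 and 14287 in VIRMA-overexpressing replicate 1. The count that moved most with another setting was that of the VIRMA-overexpressing list, which rose to 22292 when every summit entry was counted, a setting chosen after seeing the data. Peaks covered 5.68, 5.26 and 4.49 Mb of the genome, and their median width was 285, 306 and 242 bp. The median fold enrichment within each list was 7.93, 8.07 and 7.66. The IP depth solved from the lists was 0.798 in eGFP control replicate 2 and 0.828 in VIRMA-overexpressing replicate 1, relative to 1 in eGFP control replicate 1. The median IP pileup at a summit was 16, 16 and 13 fragments, so a typical peak rests on few fragments. VIRMA-overexpressing cells had 1 list, so none of the values below has a replicate error for that group, and the difference between the 2 control lists is the only replicate spread.

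The VIRMA gene was examined first, since it checks the labels. It lies on the minus strand of chromosome 8 (94487689 to 94553529). The VIRMA-overexpressing list had 11 peaks in its exons, against 1 in eGFP control replicate 1 and 2 in eGFP control replicate 2. All 11 summits lay in the CDS. The highest fold enrichment was 14.9, at the peak from 94543848 to 94543963. The peak found in both control lists had a fold enrichment of 8.61 (94526551 to 94526810) in replicate 1 and 10.5 (94526673 to 94526816) in replicate 2. It lay within a wider peak of the VIRMA-overexpressing list (94526511 to 94527143, fold enrichment 9.49), and no other peak of that list shared a base with a control peak. The other peak of replicate 2 (94511507 to 94511645) was found in that replicate only.

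**Figure D1:**
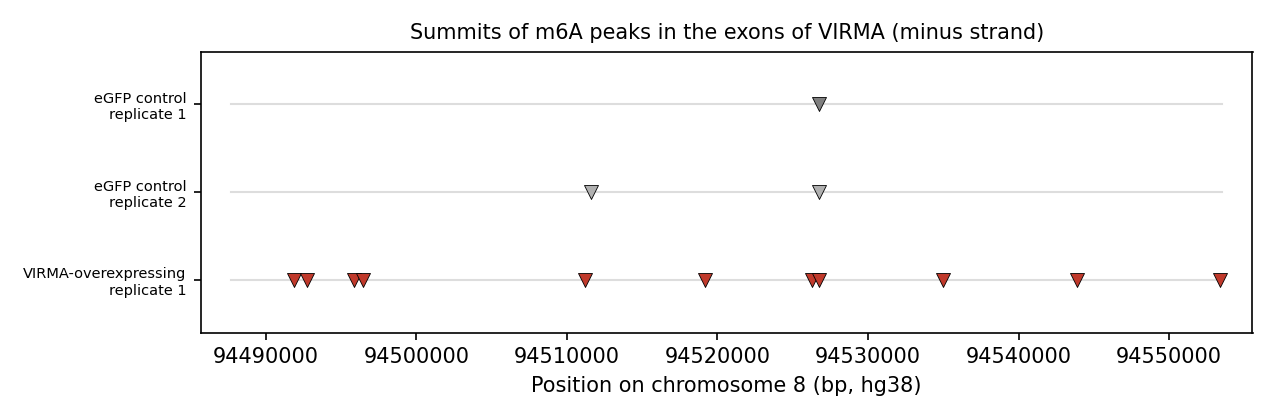
Summits of peaks in VIRMA exons by position on chromosome 8 (bp, hg38), 1 row per peak list, where each triangle is 1 peak and the grey line is the extent of the gene. The VIRMA-overexpressing list has 11 summits, against 1 and 2 in the control lists.

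The control lists give the agreement between replicates. Of the peaks of eGFP control replicate 1, 71.8% (Wilson 95% interval 71.1 to 72.5) were found in replicate 2, and of those of replicate 2, 79.5% (78.8 to 80.1) were found in replicate 1. The first share moved most when both lists had to cover 50% of each other, to 65.0%. Of the peaks of the VIRMA-overexpressing list, 77.2% (76.5 to 77.9) were found in eGFP control replicate 1 and 73.5% (72.8 to 74.2) in replicate 2. In the opposite direction 63.3% of replicate 1 and 66.9% of replicate 2 were found in the VIRMA-overexpressing list, lower than the shares between the control lists. The Spearman correlation of fold enrichment across shared peaks was 0.744 between the control lists (11173 peaks), 0.707 between replicate 1 and the VIRMA-overexpressing list (9846 peaks) and 0.709 between replicate 2 and the VIRMA-overexpressing list (9080 peaks). It rose most when peaks were ranked by −log10 q-value, to 0.812, 0.779 and 0.770.

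The study asked which peaks appear or rise with VIRMA overexpression. VIRMA-only peaks, found in neither control list, numbered 2378 (16.6% of the list, 16.04 to 17.3). As single lists, eGFP control replicate 1 had 3128 such peaks (20.1%, 19.5 to 20.8) and replicate 2 had 2066 (15.2%, 14.6 to 15.8). The VIRMA count thus ranked 2 among the 3 lists and lay within the spread between the control lists. Among the overlap settings it moved most when both peaks had to be covered by 50%, to 3939, which ranked 1 beside 3902 and 2536. Without eGFP control replicate 1 it was 3788, and without eGFP control replicate 2 it was 3260. The following settings were chosen after seeing the data. With a summit pileup of at least 10 fragments the VIRMA-only count was 811 against 1952 and 998, which ranked 3. This cut is stricter for the VIRMA-overexpressing list, whose fragment length was shorter and whose median pileup was 13 fragments against 16 and 16. With strict single lists it was 1135 against 1470 and 725. At the common background it was 3004 against 1753 and 1830, but this setting kept all peaks of the VIRMA-overexpressing list and removed only control peaks. The rank of the VIRMA-only count thus depended on the setting.

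For loss, 2577 of the 11173 consensus peaks of the control lists (23.1%, 22.3 to 23.9) were absent from the VIRMA-overexpressing list. Of the consensus peaks of the other 2 lists, 722 of 9080 (7.95%, 7.41 to 8.53) were absent from eGFP control replicate 1 and 1250 of 9846 (12.7%, 12.1 to 13.4) from replicate 2. The VIRMA count ranked 1 among the 3 lists, for which the exact p-value cannot fall below 0.333. It moved most among the overlap settings with 1 shared base, to 1591, beside 619 and 1258. With a summit pileup of at least 10 fragments, chosen after seeing the data, it was 2145 beside 341 and 675. Because pileups were lower in the VIRMA-overexpressing list, this cut is stricter for that list and can raise its absent count. Peaks of the VIRMA-overexpressing list were narrower, which lowers the covered part of a control peak, so the count at 50% coverage depends on peak width as well. With 1 control list in place of the consensus, the absent peaks numbered 4491 without eGFP control replicate 1 and 5705 without eGFP control replicate 2.

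**Figure D2:**
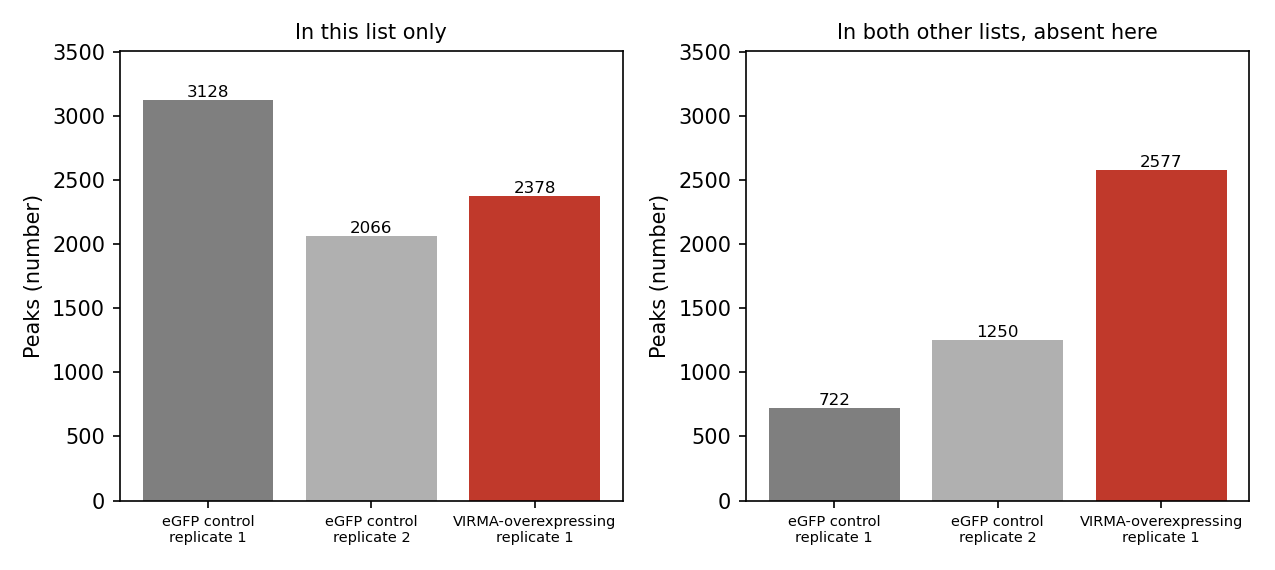
Number of peaks found in 1 list only (left) and number of peaks shared by the other 2 lists and absent from a list (right), 1 bar per list. The VIRMA-overexpressing list has 2378 peaks of its own, between the 3128 and 2066 of the control lists, and lacks 2577 consensus peaks against 722 and 1250, a count that also depends on the narrower width of its peaks and is 1591 with 1 shared base.

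Peaks found in a single list were weak in all 3 lists. Their median fold enrichment was 5.66, 5.51 and 5.65 in eGFP control replicates 1 and 2 and the VIRMA-overexpressing list, with a median pileup of 7 fragments in each. For peaks found in all 3 lists these medians were 10.1, 9.73 and 9.19, with pileups of 26, 22 and 17 fragments. Among the 25% of peaks of each list with the lowest −log10 q-values, 48.5%, 37.7% and 35.4% were in that list only. Among the 25% with the highest values the shares were 0.926%, 1.33% and 0.924%. Introns held 36.4%, 35.1% and 37.0% of the single-list peaks, against 14.6%, 14.7% and 14.4% of the peaks in all 3 lists.

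Peaks of m6A were next located in transcripts. The CDS held 36.1% (35.4 to 36.9), 38.2% (37.4 to 39.0) and 35.8% (35.0 to 36.5) of the peaks of eGFP control replicates 1 and 2 and the VIRMA-overexpressing list. The 3'UTR held 23.7% (23.0 to 24.4), 24.6% (23.9 to 25.4) and 26.6% (25.9 to 27.3). The VIRMA-overexpressing share was 1.96 percentage points above the higher control, more than the difference between the control lists. These shares moved most when the 3'UTR was put first in the order, to 26.3%, 27.6% and 29.5%. The 5'UTR held 3.15%, 3.00% and 2.72%, exons of non-coding transcripts 8.26%, 7.74% and 7.75%, introns 22.0%, 20.2% and 20.7%, and intergenic sequence 6.78%, 6.23% and 6.50%.

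A stop codon lay within 200 bp of the summit for 27.3% (26.4 to 28.2) of 9780 peaks in exons of protein-coding genes in eGFP control replicate 1. The share was 28.8% (27.9 to 29.8) of 8925 peaks in replicate 2 and 28.4% (27.5 to 29.3) of 9288 in the VIRMA-overexpressing list. Random exon positions of the same genes gave 10.1%, 10.4% and 9.89%. The VIRMA-overexpressing share lay between those of the control lists. With a distance of 100 bp the shares fell to 14.97%, 16.01% and 15.99%, beside 5.82%, 5.87% and 5.34% at random positions.

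The DRACH motif occurred in 94.6% of 9922 summit windows of eGFP control replicate 1, against 84.0% of the flanking windows (exact McNemar test, two-sided, p = 5.38e-136). In replicate 2 it occurred in 94.9% of 8971 summit windows and 84.4% of flanking windows (exact p = 1.83e-122). In the VIRMA-overexpressing list these shares were 94.6% of 9336 and 85.1% (exact p = 8.50e-110). The difference moved most with a window of 25 bp on each side, from 10.6, 10.5 and 9.55 to 17.3, 17.8 and 15.3 percentage points. The stricter motif GGACT occurred in 20.3%, 20.9% and 19.9% of summit windows and in 9.41%, 9.62% and 9.45% of flanking windows. VIRMA-only peaks carried DRACH in 92.3% of 988 summit windows and 83.2% of flanking windows, close to the 91.5% and 93.0% of summit windows of the peaks found in 1 control list only.

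Of the 12 genes named before the data were examined, 10 had a peak in all 3 lists and METTL3 had none in any. The long non-coding RNA NEAT1 (chromosome 11, 65422774 to 65445540) had 2 peaks in each control list and 3 in the VIRMA-overexpressing list. Its main peak had a fold enrichment of 5.75 in eGFP control replicate 1 (65423665 to 65424884), 6.38 in replicate 2 and 6.39 in the VIRMA-overexpressing list (65423693 to 65424873). A second peak found in all 3 lists had a fold enrichment of 2.74 (65425179 to 65425416) and 2.83 (65425203 to 65425406) in the control replicates 1 and 2 and 5.44 (65425159 to 65425535) in the VIRMA-overexpressing list, with −log10 q-values of 3.51, 3.23 and 13.4. The additional peak lay in the exon from 65423052 to 65423156, with a fold enrichment of 3.59 and a pileup of 41 fragments. No DRACH motif lay within 50 bp of its summit. ATF6 had 1 peak in its 3'UTR in each list (chromosome 1, 161958538 to 161958840 in the VIRMA-overexpressing list), with fold enrichments of 17.0, 20.8 and 17.1. EIF2AK3, ERN1, ATF4, HSPA5, METTL14 and WTAP had the same number of peaks in every list. A number of called peaks does not measure enrichment, which the paper reported as increased on EIF2AK3, ERN1 and ATF6. The 2 EIF2AK3 peaks had fold enrichments of 8.57 and 10.1, 9.61 and 10.1, and 12.4 and 8.58 in the 3 lists. The 2 ERN1 peaks had 13.7 and 6.92, 9.67 and 9.61, and 13.8 and 9.02. XBP1 had 2, 1 and 2 peaks. DDIT3, on the minus strand of chromosome 12, was the remaining gene. It had a peak in its 3'UTR (57516693 to 57516836) in the VIRMA-overexpressing list and none in either control list. The fold enrichment was 5.63 and the pileup 26 fragments, and the nearest DRACH motif, TGACT, lay 12 bp from the summit.

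Among genes with no control peak, the VIRMA-only peaks with the highest fold enrichment lay in the 3'UTR of JAGN1 (chromosome 3, 9893611 to 9893745, fold enrichment 11.9), an exon of the long non-coding RNA DICER1-AS1 (chromosome 14, 95179743 to 95179855, 11.5), the 3'UTR of COL9A2 (chromosome 1, 40300971 to 40301110, 11.3), the 3'UTR of ERCC2 (chromosome 19, 45349841 to 45349968, 11.003) and the processed pseudogene KRT8P33 (chromosome 5, 123401787 to 123401920, 10.95). Reads of a pseudogene can be shared with its parent gene, so the last is uncertain. Among genes with no peak in the VIRMA-overexpressing list, the strongest control consensus peaks lay in the processed pseudogene CDPF1P1 (chromosome 2, 55224332 to 55224683), in the CDS of GPRIN1 (chromosome 5, 176597011 to 176597239), CCDC96 (chromosome 4, 7042389 to 7042574) and KIF18A (chromosome 11, 28036261 to 28036458), and in an exon of the long non-coding RNA ENSG00000286319 (chromosome 14, 67292423 to 67292577). Their fold enrichments in eGFP control replicate 1 were 15.6, 13.4, 13.5, 12.2 and 12.2. The CDPF1P1 peak overlapped a peak of the VIRMA-overexpressing list by less than 50%, so it counted as absent by the overlap rule.

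The study reported more m6A with VIRMA overexpression on transcripts of the unfolded protein response, the stress response to misfolded protein in the endoplasmic reticulum. It also reported increased expression of mRNAs of this response in the VIRMA-overexpressing SKBR3 cells. The growth label of all 8 samples describes a hypoxic chamber and does not say whether these cultures were exposed to hypoxia. In the paper, the cells of the hypoxia treatment were lysed for protein blots. Its abstract names optimal growth conditions where it states that translation of these transcripts was not promoted. The methods of the m6A sequencing do not state the oxygen condition. It thus stays open from the label whether the counts below come from unstressed cells. Of 40 such genes, 24 had a peak in eGFP control replicate 1, 25 in replicate 2 and 30 in the VIRMA-overexpressing list. A VIRMA-only peak was found in 9 of them, namely CALR, CREB3L2, DDIT3, HSP90B1, NUPR1, P4HB, PDIA6, SDF2L1 and SESN2. Where these peaks shared no base with a control peak, their fold enrichment ranked low within the list, from 0.0420% (NUPR1) to 22.4% (DDIT3). Their local background, which reflects RNA in the input, ranked from 71.8% (SESN2) to 99.9% (NUPR1). A wider VIRMA-only peak of P4HB, which shared bases with control peaks, ranked at 52.9% in fold enrichment. A peak found only in eGFP control replicate 1 or only in replicate 2 occurred in 0 of the 40 genes each. The percentile of the 9 genes among 10000 random lists depended on the pool of genes, which was not fixed before the data were examined. With genes that had a peak in any list, the pool tried first, it was 92.1, and 1186 random lists reached 9 genes. With genes that had a control peak, 4 of 25 list genes had a VIRMA-only peak, the percentile was 89.99 and 1500 random lists reached 4 genes. With all protein-coding genes, made the main pool after the first result was seen, it was 99.955 and 9 random lists reached 9 genes, the highest percentile of the 3 pools. The excess in that pool rests on the 5 genes with no control peak, for which expression could not be matched. With all protein-coding genes the percentile was 0.490 for peaks only in eGFP control replicate 1 and 2.345 for replicate 2. The count was 12 without eGFP control replicate 1 and 11 without eGFP control replicate 2. The PDIA6 summit also lay in an exon of ATP6V1C2, and the NUPR1 summit in an exon of ENSG00000289754, so these assignments are uncertain.

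The other 2 lists served as comparison. Of 24 cytosolic heat shock genes, 0, 2 and 2 had a peak only in eGFP control replicate 1, only in replicate 2 and only in the VIRMA-overexpressing list (percentiles 4.64, 71.1 and 76.0). Of 21 genes of the m6A machinery, the counts were 1, 2 and 2 (percentiles 11.9, 47.1 and 67.4 with all protein-coding genes). With genes that had a peak in any list the percentiles were 12.9, 23.3 and 71.4. With genes that had a peak in another list the counts were 1, 1 and 2 and the percentiles 12.9, 21.6 and 71.4. The overexpressed gene VIRMA is itself among the m6A machinery genes with a VIRMA-only peak, beside RBM15B. It is also among those with a peak only in replicate 2, beside YTHDC2.

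**Figure D3:**
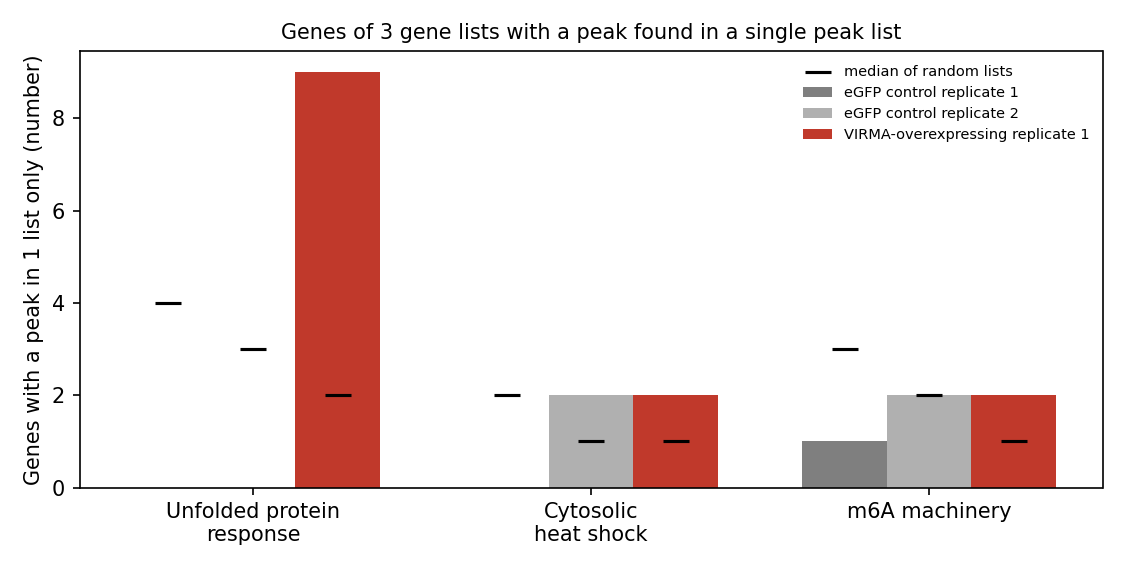
Number of genes of each gene list with a peak found in a single peak list, 1 bar per peak list, where black dashes give the median of 10000 random lists from all protein-coding genes. The unfolded protein response list has 9 genes with a VIRMA-only peak and 0 with a peak in either control list only, where the random median for VIRMA-only peaks is 2 in this pool and 7 among genes with a peak in any list.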

Values the study reported

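The study reported that 655 m6A peaks on mRNAs were increased in SKBR3 cells that overexpressed full-length VIRMA. It counted 114 long non-coding RNAs with increased expression in these cells, of which 10 also had enriched m6A peaks. NEAT1 was among them.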

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

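No paired analysis was possible because nothing in the labels pairs a VIRMA-overexpressing culture with a control culture, and 1 VIRMA list was used. The VIRMA-only count ranked 2 among the 3 lists with 1 shared base, a fold enrichment of at least 4, a −log10 q-value of at least 5, equal list sizes and strict single lists. It ranked 1 with 50% of both peaks covered. It ranked 3 with a summit pileup of at least 10 fragments, a cut that is stricter for the VIRMA-overexpressing list with its lower pileups. It also ranked 1 at the common background, which removed control peaks only, so the count there could not fall. The count of absent consensus peaks ranked 1 under the same settings except strict single lists, for which it was not computed. A q-value at or under 0.01 and merged intervals moved nothing, because the lists already meet that limit and hold no overlapping intervals, so both say nothing about stability.

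With at least 1 shared base, 85.4% of eGFP control replicate 2 peaks were found in replicate 1, peaks only in replicate 2 fell to 1357 and absent consensus peaks to 1591. With 50% of both peaks covered, 65.0% of replicate 1 peaks were found in replicate 2, VIRMA-only peaks rose to 3939 and the rank correlation between the controls rose to 0.778. With equal list sizes, 77.4% of replicate 1 peaks were found in replicate 2, and 1 unfolded protein response gene had a peak only in replicate 1 and 1 only in replicate 2, against 11 with a VIRMA-only peak. A looser overlap rule can only raise the share of peaks found in another list and lower single-list counts. A stricter overlap rule does the reverse. For the other changes the cause was not tested. Leaving out 1 control list gave from 3260 to 3788 VIRMA-only peaks and from 4491 to 5705 absent peaks, since 1 list then stands in for a pair.

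Ranking by −log10 q-value raised the correlations to 0.812 between the controls, and to 0.779 and 0.770 between replicates 1 and 2 and the VIRMA-overexpressing list. With the 3'UTR first, its share was 26.3%, 27.6% and 29.5% in the 3 lists. By the region with the most bases it was 25.4% in replicate 2. The VIRMA-overexpressing share stayed above both controls under these rules. Other region shares were compared over these rules, the −log10 q-value of at least 5 and the common background (both chosen after seeing the data). Of their values, 20 were counted as moved, 3 higher and 17 lower. The size of a change alone did not decide whether it was counted as moved. The CDS share of the VIRMA-overexpressing list went from 35.8% to 37.0% at a −log10 q-value of at least 5 and was not counted. The 5'UTR share of eGFP control replicate 1 went from 3.15% to 3.02% by the region with the most bases and was counted. A distance of 100 bp lowered the stop codon shares to 14.97%, 16.01% and 15.99%.

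The following settings were chosen after seeing the data. Every summit entry counted gave 22292 entries in the VIRMA-overexpressing list. At a −log10 q-value of at least 5, the correlations of replicates 1 and 2 with the VIRMA-overexpressing list were 0.680 and 0.682, the 3'UTR shares were 24.7%, 25.5% and 28.0%, and 2 unfolded protein response genes had a peak only in replicate 1, against 9 with a VIRMA-only peak. With a summit pileup of at least 10 fragments, peaks only in replicates 1 and 2 and VIRMA-only peaks fell to 1952, 998 and 811. Consensus peaks absent from replicates 1 and 2 fell to 341 and 675, and those absent from the VIRMA-overexpressing list to 2145. At this setting 9 unfolded protein response genes had a VIRMA-only peak. At the common background, 77.8% of replicate 1 peaks were found in replicate 2, peaks only in replicate 1 fell to 1753, 3'UTR shares of the controls were 25.4% and 25.4%, and 1 unfolded protein response gene had a peak only in replicate 1, against 13 with a VIRMA-only peak. Strict single lists held 1470 peaks of replicate 1, 725 of replicate 2 and 1135 of the VIRMA-overexpressing list, with VIRMA-only peaks in 5 unfolded protein response genes. The percentile of that list among random lists, 99.955 with all protein-coding genes, was 89.99 with genes that had a control peak and 92.1 with genes that had a peak in any list. The last was computed first, and the main pool was chosen after it was seen. The cause of these changes was not tested. The DRACH difference kept its direction and its side of the threshold in every list with the 25 bp window, the GGACT motif, a −log10 q-value of at least 5 and the common background. Single-list peaks had a median pileup of 7 fragments, and whether depth limits their detection was not tested.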

Other observations

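The tests in this part were chosen after the results they bear on were seen. The setting of equal list sizes is the exception, since it was fixed before the data were examined. The patterns on chromosome Y and in peak width were noticed while looking through the data.

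The 9 unfolded protein response genes with a VIRMA-only peak, against 0 in either control list, were tested for technical origins. The IP depth of the VIRMA-overexpressing list, 0.828 on the assumption of 1 effective genome size, lies between the 0.798 and 1 of the control lists, which argues against IP depth as the whole cause. The count was 5 against 0 and 0 with the strict single list, 11 against 1 and 1 with equal list sizes, and 9 against 2 and 0 with a −log10 q-value of at least 5. The last 2 settings also remove control peaks, so genes can enter the count. The VIRMA-only peaks of CALR, NUPR1, SDF2L1 and SESN2 had −log10 q-values of 4.04, 3.25, 3.61 and 4.99. These genes thus left the count at that cut, and other genes entered it. At the common background the count was 13 against 1 and 0, where it could not fall. Fragment length stays open, because the shorter length goes with the group and 1 VIRMA list was used. Among genes with a control peak, 1500 of 10000 random lists reached the 4 of 25 genes observed, so chance stays open for that part. The low rate in random lists of all protein-coding genes, a pool chosen after a less extreme result with another pool, rests on the 5 list genes that had no control peak. Expression of such genes could not be matched from peak lists. At 10426 peaks of the VIRMA-overexpressing list that shared at least 1 bp with a peak of each control list, the rank of the local background within each list, which reflects RNA in the input, was higher in the VIRMA-overexpressing list by a median of 5.55 percentile points over 24 list genes, and 20 of the 24 moved up. Of the 10000 random lists, 0 reached this shift. Between the control lists the median shift was -0.171. The rank of pileup moved by 13.1 points (by -10.9 over 8 heat shock genes, of which 0 moved up, and by -2.11 over 14 m6A machinery genes), while the rank of pileup over background moved by -0.0192, a value that 6304 random lists reached. Of the 9 genes with a VIRMA-only peak, 3 were among the 24 and 6 had no such shared peak, so these shifts leave open whether more RNA in the input accounts for the additional peaks. The paper reported increased expression of unfolded protein response mRNAs in these cells. It also reported that increased m6A peaks went with increased mRNA expression. More RNA in the input is thus a candidate source. A higher methylated share cannot be told apart from it at the new peaks, which have no control value. With 1 VIRMA library, a difference between cultures is open too. In all, 24 shifts were computed, from 4 measures in 2 comparisons for 3 gene lists, after the same values had been looked at on a log scale. The background shift was -0.782 over 8 heat shock genes and -2.15 over 14 m6A machinery genes.

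The fold enrichment rank of the same 24 genes rose by 6.51 points, and by 4.51 points between the control lists. Because 1 is added to pileup and to background, fold enrichment rises with RNA abundance at low background even when their ratio is constant. The fold enrichment shift may therefore reflect abundance, since pileup over background gave 6304 random lists with as large a shift. Other fold enrichment ranks rose without a higher background rank. Between the control lists the rise was 4.51 points over the same 24 genes, with a background shift of -0.171. Over 14 m6A machinery genes it was 6.29 points in the VIRMA-overexpressing list, with a background shift of -2.15. That rise was below the 8.33 points between the control lists for the same genes, and 1549 random lists reached it. Over 8 heat shock genes the fold enrichment and background shifts were both negative, at -0.313 and -0.782. Abundance is thus not established as the source.

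The 11 VIRMA peaks in the list labelled VIRMA-overexpressing, against 1 and 2, argue against a mislabelled list. The local background of these peaks had a median rank of 63.6% within their list, with ranks from 3.91% to 79.9%. The control VIRMA peaks ranked from 3.31% to 24.9% within their lists. The median lay above the control ranks, a comparison chosen after the median was seen, and 10 of the 11 ranks did, while the remaining rank overlaps the control range. At the peak found in all 3 lists the background ranked at 79.9% in the VIRMA-overexpressing list and at 24.9% and 17.5% in eGFP control replicates 1 and 2, with the fold enrichment of 9.49 between 8.61 and 10.5. These values go with more VIRMA RNA in the input as a candidate source of the extra peaks. They come from 1 VIRMA library, and a higher methylated share in addition stays open at the peaks with no control value. The number of peaks outside the CDS was 0, as the introduced coding sequence would give, but the control peaks lay in the CDS too, so introduced and endogenous VIRMA RNA cannot be told apart here.

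Peaks of the VIRMA-overexpressing list were narrower, and 32.1% had several summits against 26.1% and 27.0% in the control lists. At 4255 of the peaks that shared at least 1 bp in all 3 lists and had 1 summit in each, the median width differed by -51 bp from eGFP control replicate 1 and by -47 bp from replicate 2, and between the controls by -3 bp. The shortest intervals differed by -47 and -49 bp. These values are consistent with a shorter fragment length in peak calling as the source, so width and summit number should not be compared between the groups.

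The 3'UTR share of the VIRMA-overexpressing list was 1.96 percentage points above the higher control, while its IP depth lay between those of the control lists, which argues against IP depth as the whole cause. This reading of depth was revised more than once after the values were seen. At the common background the share remained 1.21 points above the higher control, where the controls were 0.0197 points apart. At peaks found in all 3 lists it was 0.673 points above the higher control, with the controls 0.289 points apart and overlapping confidence intervals, so part of the difference may lie in summit positions within shared peaks. With 1 list, fragment length, other library differences and VIRMA overexpression cannot be told apart as causes.

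All 3 lists held peaks on chromosome Y, 7 and 6 in the control lists and 8 in the VIRMA-overexpressing list, between 11155130 and 18992556. All 21 had a copy elsewhere in hg38 with at least 95% identity over at least 90% of the peak, against 15% of 200 random autosomal peaks. Reads of such copies are a candidate source of these peaks. No biological explanation was tested.

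The number of VIRMA-only peaks here was 2378. That is higher than the number of increased peaks quoted from the study above, which is a different measure.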
